A study of Sus scrofa with 12 samples. Its data were reported in "Tissue-Specific Expression and Regulatory Networks of Pig MicroRNAome" (2014).

How the data were processed

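The data came from the screen for 3′ ends of pig (Sus scrofa) microRNAs (miRNAs) by RAKE, RNA-primed array-based Klenow extension. In this assay unlabelled small RNA is hybridized to DNA probes on a microarray. Where the 3′ end of an RNA is fully paired with its probe, the RNA serves as the primer of a Klenow polymerase, which adds biotin-labelled adenosines along a stretch of thymidines in the probe. The biotin is then stained with a Cy3-streptavidin conjugate. The probes tile the arms of predicted and known hairpin precursors in steps of 1 nucleotide, so that a signal is tied to a position of the 3′ end. The target was one pool of small RNA from 20 tissues, each taken from 3 pigs of 12 months of age. The tissues were organs and vessels of the circulation, gut, liver, kidney, lung, skin, muscle, fat, lymphoid tissue and blood cells. The amount of RNA that entered the pool is stated differently in the labels and in the methods, and is not given here.

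The pool was hybridized 4 times to the second of the array designs of the study, and each hybridization was scanned 3 times, with the photomultiplier tube (PMT) of the scanner at a low, a medium and a high setting. This gave 12 scans in 3 groups of 4, taken from the sample titles. Per the methods, the array was stripped before each repeat and used again, and a scan after stripping showed no remaining fluorescence. The scan the study shows is of its smaller array for miRNA expression, so it does not settle carry-over on the array used here. The hybridizations thus repeat the measurement with the same RNA pool on re-used arrays. The p-values below measure only the spread between these technical repeats and say nothing about the spread between pigs. The deposited values are fluorescence intensity on a linear scale, 1 per probe and scan, which the authors obtained as the median of the pixels of a spot with the software of the array's maker. No background subtraction or normalization is stated for them. The values move in steps of 0.5 and stop at 65535, the ceiling of the 16-bit scanner. Each scan held 94928 probes with no missing value, and no 2 scans were identical. Arrays give no read depth; the number of hybridizations, 4 per setting, limits the precision.

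The deposited table numbers its probes from 1 to 94928 and gives them no name, sequence, precursor or shift, and no table used here pairs the numbers with names. Probes are therefore reported by number, and no miRNA is named. The search for 3′ ends within each tiling path (by the bootstrap of the methods and by limma), the comparisons of ends by class of precursor, by arm and by position in the path, the lists of miRNAs fixed beforehand and the control probes were planned. They need the map from probes to paths and were not run. What could be run without it was the signal by PMT setting, the reproducibility of the hybridizations and the test of single probes against the array as a whole.

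For the first, 3 values were computed per scan, which were the median log2 intensity, the percent of probes at the ceiling and the percent of probes with an intensity over 2-fold the median of the scan. Each pair of PMT settings was compared with an exact two-sided permutation test, 9 tests in all, adjusted by the Benjamini-Hochberg method. With 4 scans against 4 the smallest p is 0.0286. Scans with the same number come from one hybridization. After the mean of each probe over the 4 scans of its setting was removed, same-numbered scans of different settings correlated at 0.886 to 0.983 (12 pairs), and scans with different numbers at -0.718 to 0.222 (36 pairs). The numbers thus pair the scans, as the design states, and a sign-flip test within numbers was run as the paired alternative. It cannot give a p below 0.125 with 4 pairs.

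For the second, Pearson and Spearman correlations were computed across probes for the 6 pairs of hybridizations at each setting. They describe the probes of these arrays, and probes are not independent replicates. For the third, the log2 intensity of each probe minus the median log2 intensity of its scan was tested in the 4 scans of a setting with limma (lmFit, then treat with a minimum change of 1 on the log2 scale, which is 2-fold) and Benjamini-Hochberg adjustment over all probes. A probe was called responsive at an adjusted p under 0.05 and a mean above the median. The probes to be named were those with the largest mean log2 intensity over the scan median at medium PMT, at most 2 of them because the numbers carry no names. These choices were fixed before the data were examined.

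The limma step was tested on simulated data with the measured spread of the probes. With 200 of 94928 probes raised at medium PMT, it called 2% of those raised 4-fold, 66% of those raised 8-fold and 96% of those raised 64-fold, with 0 false calls. With 8000 probes raised, it called 75.2%, 95.2% and 100% of them, with 2 false calls. The unraised probes were simulated exactly at the median, with independent noise and the spreads dealt out at random. Against a minimum of 2-fold, false calls were then unlikely from the outset, so their number does not give the error rate of the real calls. The number of probes bright in several hybridizations was set beside 100 shuffles in which the probe numbers of each hybridization were permuted on their own. Runs of responsive probes with consecutive numbers were set beside 100 shuffles of the calls.

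Alternatives were other summaries and scales, quantile normalization, background correction by normexp with an offset of 50, minimum changes of 2 (log2) and of none, a filter on probes under the 20th percentile, the number of the hybridization as a block, and each hybridization left out in turn. Added after seeing the data were the removal of a smooth trend over the array (a running median of 31 by 31 spots in a layout of rows inferred from the values, since no source used here gives positions), the subtraction of the 1st percentile of each scan, another reference level, and the omission of probes at or near the ceiling. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.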

Results

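The 3′ ends of pig miRNAs were sought by hybridizing a pool of small RNA from 20 tissues to a tiling microarray of 94928 probes, in 4 hybridizations that were each scanned at low, medium and high PMT. The 12 scans form 3 groups of 4. The median intensity of a scan averaged 272.8 scanner units at low PMT, 382 at medium PMT and 1050 at high PMT (n = 4 each). At each setting the third hybridization was the dimmest, with log2 medians of 7.60, 7.87 and 8.99, and the second was the brightest, with 8.45, 8.99 and 10.66 (log2 of scanner units at low, medium and high PMT). Probes are known here only by number, so the results concern the array's probes as a whole and no miRNA is named.

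The slides were scanned at 3 settings to widen the range of intensities that could be read, and the first comparison asks how the settings differ in level, ceiling and spread. The log2 median was 8.05 ± 0.40 (SD, n = 4) at low, 8.51 ± 0.52 at medium and 9.92 ± 0.69 at high PMT. High PMT exceeded low PMT by 1.87 on the log2 scale, a 3.66-fold difference, in 4 of 4 hybridizations (exact permutation p = 0.0286, adjusted p = 0.0643). High PMT exceeded medium PMT by 1.41, or 2.66-fold, also in 4 of 4 hybridizations (exact permutation p = 0.0286, adjusted p = 0.0643). These are the smallest p-values that 4 scans against 4 can give, and neither passed 0.05 after adjustment over the 9 tests. The separation of high from medium was narrow, since the dimmest high scan had a log2 median of 8.992 and the brightest medium scan one of 8.989. Medium PMT lay 0.46 (1.37-fold) above low PMT in 4 of 4 hybridizations, a difference within the spread of the unpaired scans (exact permutation p = 0.2286, adjusted p = 0.4114). Within hybridizations the same differences had an SD of 0.427, 0.367 and 0.137 (n = 4 pairs), and the sign-flip test gave its smallest possible p of 0.125 for each.

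**Figure D1:**
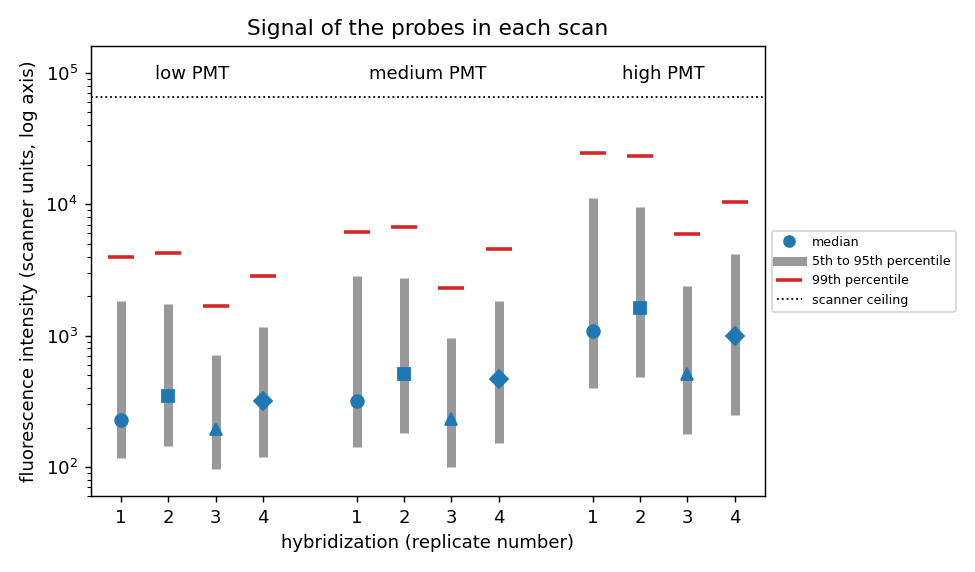
Fluorescence intensity in scanner units (log axis) of the probes in each of the 12 scans, by PMT setting and hybridization number. Blue symbols are medians, grey bars run from the 5th to the 95th percentile, red dashes are 99th percentiles and the dotted line is the ceiling at 65535; the medians run from 194.5 to 349 units at low PMT and from 233.5 to 508 units at medium PMT.

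Few probes reached the ceiling. Their number per scan was 3 to 18 at low, 7 to 26 at medium and 30 to 249 at high PMT. The percent of probes at the ceiling was 0.0127 ± 0.00682 (SD, n = 4), 0.0198 ± 0.00877 and 0.115 ± 0.104, respectively. It was higher at high than at low PMT and at high than at medium PMT in 4 of 4 hybridizations (exact permutation p = 0.0286 and adjusted p = 0.0643 for both), while medium and low PMT overlapped as groups (exact permutation p = 0.2857, adjusted p = 0.4286), with medium above low in 4 of 4 hybridizations. The high PMT value rested largely on hybridization 2, at 0.262%. Without replicate 2 the difference between high and low PMT was 0.053 percentage points in place of 0.102, and that between high and medium PMT 0.0485 in place of 0.0951. Of 271 probes at the ceiling in at least 1 high PMT scan, 246 were below it in all 4 low PMT scans, so the lower setting gave them a measured level. Of the 28 probes at the ceiling in all 4 high PMT scans, 3 were below it in all 4 low PMT scans.

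The percent of probes brighter than 2-fold the scan median was 19.9 ± 5.80 (SD, n = 4) at low, 21.6 ± 5.79 at medium and 23.2 ± 5.28 at high PMT. Within hybridizations high PMT exceeded low PMT by 3.27 ± 0.889 percentage points (SD, n = 4 pairs), high exceeded medium PMT by 1.66 ± 0.655 and medium exceeded low PMT by 1.61 ± 0.332, each in 4 of 4 hybridizations, where the sign-flip test gave its smallest possible p of 0.125. Without regard to the pairing, the settings could not be separated from the spread between hybridizations, with exact permutation p of 0.4571 for high against low (adjusted p = 0.5878), 0.6286 for high against medium and 0.6571 for medium against low (adjusted p = 0.6571 for both). The ratio of the 95th to the 5th percentile was 11.2 ± 3.51 at low, 14.2 ± 4.57 at medium and 19.3 ± 6.13 at high PMT (SD, n = 4).

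The hybridization was repeated 4 times so that an end could be required in each of them, and the second comparison asks how far the repeats agreed probe by probe. Across probes, Pearson's r of log2 intensity between 2 hybridizations was 0.82 ± 0.076 at medium PMT (SD over 6 pairs), with a range from 0.682 to 0.895. Spearman's rho was 0.78 on average and ranged from 0.638 to 0.857. The lowest correlation was between hybridizations 1 and 4 at every setting (r = 0.682 at low, 0.682 at medium and 0.678 at high PMT), and the highest between hybridizations 2 and 3 (0.893, 0.895 and 0.879). Rescans of one hybridization at different settings correlated more closely, at 0.970 to 0.995 over the 12 pairs. The PMT setting therefore moved the pattern over the probes less than a repeat of the hybridization did.

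**Figure D2:**
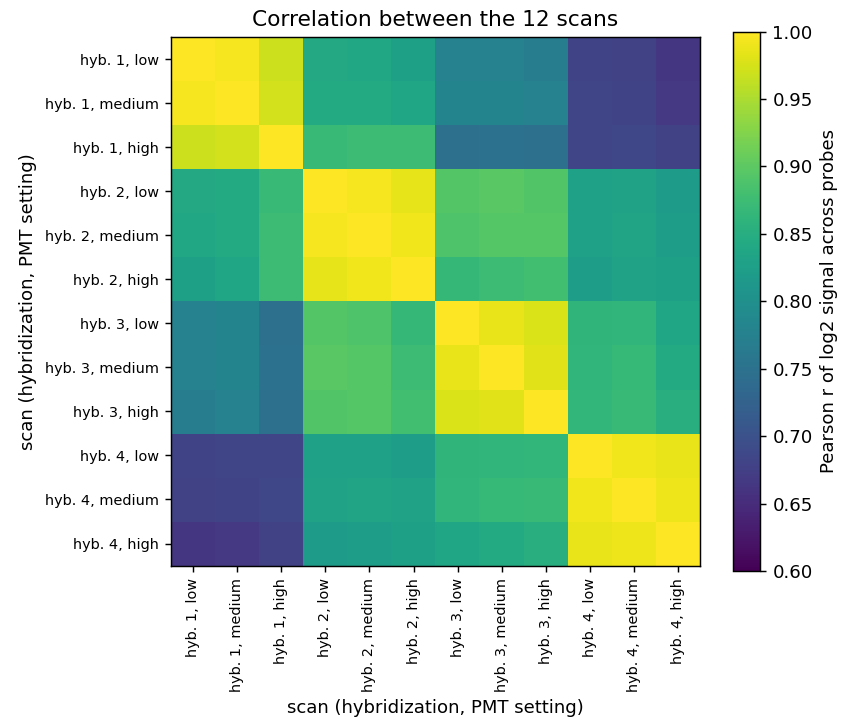
Pearson's r of log2 intensity across probes between each pair of the 12 scans, ordered by hybridization number and then by PMT setting; the colour scale runs from 0.6 to 1. The blocks of 3 scans along the diagonal are rescans of one hybridization (r from 0.970 to 0.995), and within a PMT setting hybridizations 1 and 4 are the least alike.

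In spite of these differences, the repeats shared many bright probes. At medium PMT 10721 probes (11.3%) exceeded 2-fold the scan median in all 4 hybridizations, where shuffled probe numbers gave 183.9 ± 12.6 (SD, 100 shuffles) and at most 214. The counts were 9595 at low PMT (132.3 ± 11.6 when shuffled) and 11572 at high PMT (256.7 ± 16.4 when shuffled). A further 10892 probes at medium PMT exceeded 2-fold in only 1 hybridization, and 61872 (65.2%) in none. The shuffles remove all agreement between hybridizations, so the correlations above already assured an excess over them. The excess does not tell signal from RNA ends apart from other lasting differences between probes.

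**Figure D3:**
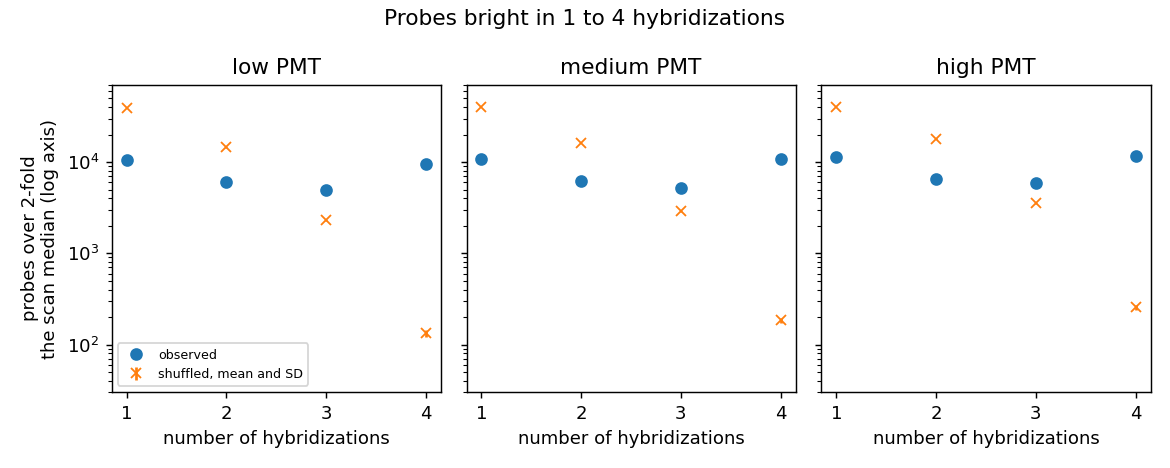
Number of probes (log axis) with an intensity over 2-fold the scan median in exactly 1, 2, 3 or 4 hybridizations, for each PMT setting. Blue points are observed counts, and orange crosses with bars are the mean and SD of 100 shuffles; at 4 hybridizations the observed counts are 9595, 10721 and 11572 and the shuffled means 132.3, 183.9 and 256.7.

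The third comparison asks which probes gave a signal above the array as a whole when the spread between hybridizations is taken into account. By limma's treat test against a minimum of 2-fold, with Benjamini-Hochberg adjusted p under 0.05, 7879 probes (8.3%) were responsive at medium PMT, 6969 (7.34%) at low PMT and 8728 (9.19%) at high PMT. Their median level at medium PMT was 2.42 above the scan median on the log2 scale (5.35-fold). Of the 7879 probes, 1917 were over 8-fold and 182 over 32-fold above the scan median. On the other side, 1650 probes at medium PMT were called below the scan median by the same test, with 795 at low and 2302 at high PMT, so that 82.7%, 89.8% and 79.1% of the calls were on the higher side. The counts below the median depended on single hybridizations. At medium PMT 631 were called without replicate 2. At low PMT 1316 were called without replicate 1, 4 without replicate 2, 438 without replicate 3 and 52 without replicate 4, and at high PMT 3837 without replicate 1. With the 1st percentile of each scan subtracted, these shares were 68.3% at medium, 68.2% at low and 68.2% at high PMT, and with normexp the share at high PMT was 65.6%. Without replicate 2 the responsive probes numbered 5052 at medium, 4522 at low and 5769 at high PMT, of which 5045, 4518 and 5768 were among those called with all 4 hybridizations. The scan median is itself an arbitrary level, and a reference taken from dim spots of the array gave several times more calls (53700 at medium PMT).

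The settings called largely the same probes. All 3 settings shared 6898 responsive probes out of 8869 called at any of them. Low and medium PMT shared 6949, and medium and high PMT 7740, where independent lists of these sizes would share 578.4 and 724.4. The settings are rescans of the same 4 hybridizations, so this overlap is not independent evidence. Only 2 probes were called at low PMT alone, 88 at medium PMT alone and 970 at high PMT alone.

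The brightest responsive probes were limited by the scanner. At medium PMT 6 probes were at the ceiling in all 4 hybridizations and cannot be ranked against each other at that setting. At low PMT 3 of them were still at the ceiling in all 4 hybridizations. The lowest numbered of the 6, which are not the brightest at low PMT, are probe 7623 and probe 47585, each at least 179.8-fold above the scan median (log2 of 7.49, n = 4, limma adjusted p = 1.72e-06). Since both read the ceiling value in all 4 scans, this p reflects the spread of the scan medians and the variance that limma borrows from the other probes. It does not measure the spread of these probes between hybridizations. For both probes 2 of the 4 low PMT scans were still at the ceiling, so that their mean log2 levels over the scan median there, 7.80 and 7.84, are lower bounds too.

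Responsive probes lay next to each other in the numbering. At medium PMT the 7879 probes formed 2451 runs of consecutive numbers, where shuffled calls gave 7226.8 runs on average and at least 7144. A responsive neighbour was found for 86.2% of them (15.9% on average when shuffled, at most 17.6%), and 57.5% lay in runs of at least 5 probes (at most 0.13% when shuffled). The longest run held 49 probes, while 1089 responsive probes stood alone. At low and high PMT 86.2% and 86.4% had a responsive neighbour. Over all probes, the log2 intensity of consecutive numbers correlated at r = 0.78 ± 0.015 (SD over the 4 medium PMT scans). The correlation was 0.32 at 7 numbers apart, 0.33 at 9 and 0.20 at 22, and it was 0.04 at 60. Shuffling the calls removes this likeness of neighbours, so an excess of runs over the shuffles was assured.

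**Figure D4:**
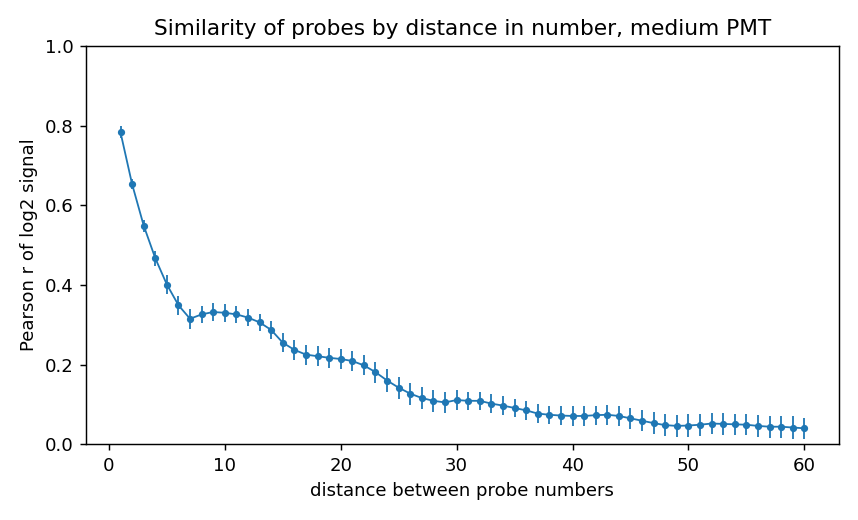
Pearson's r of log2 intensity between probes that lie 1 to 60 numbers apart, as the mean over the 4 medium PMT scans with the SD as bars. The correlation falls from 0.78 at 1 number to 0.32 at 7, stays level to 9 (0.33) and is 0.20 at 22.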

Values the study reported

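The study used 2 microarrays with 90,000 probes each to find the 3′ ends of miRNAs, with paths of 44 probes per predicted precursor and 22 probes per arm. It screened 6,129 predicted precursors and 215 known miRNAs with RNA from 20 tissues. Over both arrays it reported 1,875 responsive probes, taken as 3′ ends, by a search within each path with a probability above 0.75. That rule differs from the test of single probes against the scan median used above, so the counts are not comparable.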

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

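The differences between PMT settings in level, ceiling and share of bright probes kept their direction under each of the alternatives run (the replicate block, each hybridization left out and, for the level only, the mean in place of the median), and none of the 9 passed an adjusted p of 0.05 in any of them. The replicate block left the values as they were, such as 1.871 for log2 high minus low PMT, with an adjusted p of 0.125 for each, the smallest it can give, and 3 scans against 3 cannot go below 0.1, so these tests say nothing about stability. The mean correlation between hybridizations moved by less than the SD of the 6 pairs in 12 of 12 alternatives. The count of responsive probes stayed within 1.5 times in 28 of 40 alternatives. It moved in 12. With a minimum change of 2 (log2) it was 1443 at low, 1699 at medium and 2072 at high PMT, and with no minimum change 27034, 27339 and 27254, as the stricter and looser limits imply. With no minimum change 22777, 24024 and 24619 probes were called below the median. The share of calls on the higher side was then only 54.3%, 53.2% and 52.5%, while with a minimum of 2 it was 100%, 100% and 84.1%. With each hybridization left out in turn the count of responsive probes ran from 4522 to 7287 at low, from 5052 to 8197 at medium and from 5769 to 8764 at high PMT. The lowest value of each was without hybridization 2, and the cause was not tested. With the median of the dim spots at positions 91 and 182 of each 272 numbers as the reference (chosen after seeing the data), it was 41080, 53700 and 72556, because the reference lies lower. With the replicate block, over all 12 scans, the count was 9773, of which 7786 were also called at medium PMT. The correlation within a hybridization was estimated at 0.913. The block fit counts rescans of the same hybridization toward its residual degrees of freedom, which the test within a setting does not. Its count is therefore not directly comparable with that at medium PMT. The replicate block was run for no other count of probes. The alternatives for ends within tiling paths, by class, arm, position and list, were not run, because the probes carry no map to paths. No background was measured per probe, so how far it limits the calls of dim probes is not known here.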

Other observations

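The tests of a trend over the array on consecutive numbers and of spacings of 22 numbers, the alternatives chosen after seeing the data, the look at dim positions, the comparison of dips and of opposite steps, and the count of probes at the ceiling were chosen only after the result was seen. The other tests were written down before. No biological explanation was tested for any of the patterns, since the design gives no group other than the PMT setting. Over 15 sets of 4 scans (5 values at each of 3 settings), no scan stood apart from the others by Dixon's criterion.

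Probes with neighbouring numbers shared their signal. A smooth trend over the slide would give similar values to spots that are neighbours in any direction. No source used here gives the positions of the probes. A layout of 349 rows of 272 was inferred from the values, as the row length at which the probes correlate most among those from 100 to 1000 that divide their number, 94928 (shorter lengths were not considered). At 272 numbers apart the correlation was 0.112 on average over the medium PMT scans, against 0.78 for consecutive numbers, which argues against such a trend as the source if the inferred layout holds. A candidate explanation is that the numbers follow the tiling paths of 22 probes. To look for such paths, the dim spots described below were left out, and steps and their spacings were counted on the remaining probes. These spacings are thus not always distances in the deposited numbering. Among 4482 steps of over 1.5 on the log2 scale between consecutive remaining probes, 131 pairs of successive steps lay 22 apart. This was 3.23 times the mean count at 20, 21, 23 and 24 (40.5). Another 53 lay 44 apart, where the mean of the spacings around it was 17. Several spacings under 20 were more frequent than 22, some of them in a peak of their own. A further peak between 22 and 44 was higher than that at 44. The comparison with the nearest spacings therefore does not single out 22 or 44, and the source of the other peaks was not tested.

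A finer hypothesis is that the shifts within a path are sorted as text, so that 10 to 16 stand between 1 and 2 and make a block of 7 numbers foreign to both sides. The top shift of 16 is an assumption, since no source used here states the range of shifts. With shifts from 1 to 22 the block would be longer than 7. The hypothesis was framed after the pattern was seen, so the count of steps 7 apart is no test of it. Steps 7 apart were the most frequent (556 pairs, against a mean of 162.8 at 5, 6, 8 and 9), and where the steps went in opposite directions the signal after the second lay near that before the first. The median difference was 0.39 times the mean of those at 5, 6, 8 and 9 (bootstrap interval from 0.32 to 0.46) and 0.50 times that at 6 (0.43 to 0.70). Pairs of steps in one direction were left out, since they cannot return. Bumps of 7 probes on an even background could give the same ratio, but 341 of the 556 pairs were dips, against 22 at a spacing of 8, and the probes on both sides of these dips correlated at 0.82. The correlation was 0.68 at a spacing of 5 (26 dips), 0.48 at 6 (30 dips) and 0.06 at 8. Agreement across a dip was therefore not particular to a spacing of 7. The dips did not keep one position modulo 22 (6 to 26 per remainder). Unlike the spacings, these remainders were taken on numbers that count the dim spots, and each such spot shifts the position. The spread therefore cannot tell whether the paths are broken, and paths were not assigned to numbers here. If the hypothesis holds, neighbouring numbers are not always neighbouring shifts, and a search for ends along the numbers would go wrong at these places.

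Hybridizations correlated less with each other than rescans did. A smooth trend over the array (in the inferred layout) that differs between hybridizations accounts for part of this at most. Its removal raised the mean of the 6 correlations at medium PMT from 0.817 to 0.862, with pairs from 0.707 to 0.949, where the least similar rescans were at 0.970. Some pairs thus came near to rescans and others did not. The mean was 0.809 without the probes at or above 20000 units, but these were only 248 (0.26%), too few for the test to decide on probes near the ceiling. After the trend was removed, the deviations of a scan from the mean of the 4 still correlated at 0.684 between consecutive numbers, so that stretches of neighbouring probes moved together between hybridizations. What made them move, such as the amount of RNA bound, stays open and was not tested.

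The count of responsive probes at the setting with the most was 1.252 times that at the setting with the fewest. An additive offset of the scanner signal is a candidate explanation, since it would press low intensities together, most at low PMT. With the 1st percentile of each scan subtracted the ratio was 1.042, and it lay between 1.028 and 1.067 with each hybridization left out, while normexp left it at 1.182. The probes at the ceiling in any scan numbered 271, fewer than the difference of 1759 calls between high and low PMT, so they cannot make up the whole of it. With these probes left out the counts were 6662 at low, 7578 at medium and 8405 at high PMT. The ratio was then 1.262. Leaving these probes out lowered the count by a similar amount at each setting, which raises such a ratio whatever its source. The ratio without them therefore cannot decide on the ceiling.

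Positions 91 and 182 of each 272 numbers were dim. Their median log2 intensity relative to the scan median was -1.94 and -1.85 (mean of the medium PMT scans), and the next dimmest position was at -0.30. The 698 probes there had a median of 91.0, 114.5, 94.2 and 132.0 units in hybridizations 1 to 4, and the other probes lay above them by 3.49-fold, 4.46-fold, 2.49-fold and 3.58-fold at their median. No name marks these spots, and what they hold is not known here.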
